A study of Mus musculus with 4 samples.

How the data were processed

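Gene expression was measured by RNA sequencing in whole lungs of C57BL/6 mouse embryos at embryonic day 14.5, per the labels. There were 2 libraries from wild-type controls and 2 from embryos with a conditional knockout of Yap in the epithelium. The labels name the samples Control and Yap CKO, each numbered 1 and 2, and these names set the groups. They do not say whether the samples came from separate embryos or litters, so the p-values measure only the spread between these samples. The heart muscle genes listed for this study summed to 11141 normalized counts in Yap CKO 1 and 1999 in Yap CKO 2. This argues against a purely technical spread between the Yap CKO libraries, but does not show that they came from separate embryos. Between controls 1 and 2 the normalized counts of the sex-linked genes Xist (42.6 and 46726) and Ddx3y (1726 and 16.4) differed. This argues against a purely technical spread between the controls. RNA was extracted with RNeasy columns and the libraries were made by the standard protocol of the sequencing company BGI, per the labels.

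The deposited table holds a normalized read count for each of 52636 Ensembl genes in the 4 libraries, a non-negative signal that the authors had scaled between libraries before they deposited it. The submitters' processing notes name Bowtie2 2.2.9, featureCounts 1.5.0-p1, DESeq 1.16.0, edgeR 3.18.1 and the genome build mm10, with no role or order. Which annotation release and strand setting were used is not given in the sources used here. In every library the values were whole multiples of 1 number, with 100% of values within 0.001 reads of a whole read, so the reads could be recovered. Each library had been divided by a single factor. The recovered totals were 21285794 reads in control 1, 17756301 in control 2, 20552208 in Yap CKO 1 and 21333878 in Yap CKO 2. The factors were 1.0319, 0.8551, 1.0401 and 1.0728. A count of 0 allows up to 3 reads, which is 2.91, 3.51, 2.88 and 2.80 normalized counts in the same order. Such floors and the counting intervals cover counting error only, since reads copied by PCR are not independent molecules. All 37 genes of the mitochondrial genome held 0 reads in every library, so no mitochondrial share is given, and 19348 genes held 0 in all libraries. Symbols, positions, transcript lengths and GC content were taken from the GENCODE M21 annotation of GRCm38, the assembly also called mm10, which matched 52403 of the 52636 identifiers. The 2 libraries of a group differed by more than sampling noise and were kept as separate replicates. Chi-square per degree of freedom was 24.1 over 19197 genes for the controls and 7.2 over 19792 genes for the knockouts.

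Values were transformed to log2(normalized count + 1), and genes with a mean of at least 10 over the 4 libraries were kept. These 19472 genes were tested with limma 3.58.1 in R 4.3.3 (linear model, moderated variance with an intensity trend, two-sided). P-values were adjusted by the Benjamini-Hochberg method and genes with an adjusted p under 0.05 were called. Each log2 change is Yap CKO minus control on that scale, which understates the change of genes near 0. The model had 2 residual degrees of freedom, and 4.5 were added from the other genes. For genes at 0 in a group a lower bound of the fold is given instead, computed against the mean of the floors of 3 reads in each of the group's libraries. For named genes with 1 to 3 reads over a group's libraries the ratio of reads is given with its exact 95% counting interval. The design and the main settings, the gene lists and the rule for named genes were fixed before the data were examined.

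33 gene lists were written from textbook knowledge for lung cell types, other tissues that a dissection could carry along, signalling pathways and cell states. They were tested with camera (limma), which asks whether the members of a list move apart from all other genes, with a preset correlation between genes of 0.01. 32 lists with at least 5 measured members were tested and adjusted together. Camera with the correlation estimated for each list, and fry, a rotation test of whether a list moves 1 way on balance, were run as alternatives. With an estimated correlation camera's p rose also for lists whose estimate lay below the preset 0.01. Examples are the matrix list (-0.014, unadjusted p 1.11e-06 and 0.0334) and the leukocyte list (-0.065, 0.00256 and 0.085). A call lost under that setting therefore does not show that correlation between genes explains the call. 4 listed symbols had no match and are left out, namely Hbb-b1, Hbb-b2, Ahsp and Ca9. Members of different lists overlap in places, for example Shh, Hhip, Id2, Bmp4, Fgf10, Etv5, Krt19 and Myl9.

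The text names Yap1, whatever its test. It names the 8 largest rises and 8 largest falls among called genes, leaving out predicted genes without a known function, pseudogenes and sex-linked genes. From each called list it names up to 4 members with the smallest p, with at least 1 called member of each direction. The same holds, whatever their test, for the lists of YAP/TAZ targets, Hippo components, general, distal and proximal epithelium, smooth muscle, cell cycle and actomyosin. From every other list it names up to 2 called members. This gives 94 genes, of which a few are not reported here. Genes named outside this rule were chosen after their values were seen, and the text says so.

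All steps of the test were tested on simulated data first. Counts were drawn for the 19472 genes of this comparison from the real means and library sizes, with 200 genes changed by known folds. At an adjusted p under 0.05 limma recovered 51% of 100 genes changed 2-fold and 96% of 100 genes changed 4-fold, with 15 false calls among 162. In 20 draws without any change a median of 6 genes and at most 14 were called. Camera called on average 0.9 of 32 lists and at most 3, and at least 1 list in 10 of these draws. The draws took means and library sizes from the data and not the correlation between genes. They therefore cannot vouch for camera on correlated lists, such as smooth muscle (estimated correlation 0.307) and sterol synthesis (0.839).

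Alternatives fixed beforehand were a pseudocount of 0.5 or 5, no filter or a mean of at least 50, rescaling to equal totals, to the median ratio or by quantiles, and a prior spread without a trend. Others were the replicate number as a block, leaving out each library in turn, and count tests on the recovered reads with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0. A correction for GC content (lowess, span 0.3), the level of the heart muscle list as a covariate, and a crossed pairing of the replicates were added after the data were seen. The tables were prepared and the figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.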

Results

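Whole lungs were profiled at embryonic day 14.5, a stage at which the mouse airway tree is still branching and most alveolar cells have yet to form. Control lungs (n = 2) were compared with lungs labelled as a knockout of Yap in the epithelium (Yap CKO, n = 2). Yap is the transcriptional coactivator at the end of the Hippo pathway. The labels name neither the Cre driver of the deletion nor the exons removed, so effects of the driver itself were not tested. The lung epithelium is a minority of the organ, so a whole-lung library mixes the mutant cells with wild-type mesenchyme, vessels, blood and nerves. Depth was similar, from 17756301 to 21333878 reads counted to genes, with reads at 27617 to 28839 genes per library. The median standard deviation of log2 values between replicates was 0.14 in control and 0.098 in Yap CKO libraries. Other tissues and sex differed between libraries. The 15 heart muscle genes summed to 1776 normalized counts in control 1, 49739 in control 2, 11141 in Yap CKO 1 and 1999 in Yap CKO 2. These are 0.009%, 0.24%, 0.056% and 0.01% of the normalized totals. Xist, expressed from the inactive X chromosome, stood at 42.6 in control 1 and at 46726, 42729 and 50045 in the others. Ddx3y of the Y chromosome stood at 1726 in control 1 and at 16.4, 5.77 and 13.1 in the others. Both were picked from the sex-linked list after their values were seen.

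Yap1 itself (ENSMUSG00000053110, mm10 chromosome 9, 7931999 to 8004596) was measured at 5686 and 3467 normalized counts in controls 1 and 2, and at 3209 and 4483 in Yap CKO 1 and 2. The means were 4577 ± 1569 and 3846 ± 900 (SD, n = 2), a log2 difference of -0.23 with a standard error of 0.25 and an adjusted p of 0.683 (limma). The groups overlapped, and the counts cover the whole gene in all cells of the lung, so the value of Yap1 does not check the labels. Every direction below is therefore that of the libraries labelled Yap CKO against those labelled control. Without control 1 the difference was 0.13 and without control 2 it was -0.58. Without Yap CKO 1 it was 0.014 and without Yap CKO 2 it was -0.47.

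Genes of secretory cells of the digestive tract were among the largest rises. Guca2a, which encodes the intestinal hormone guanylin (mm10 chromosome 4, 119637704 to 119639471), had 0 reads in both controls and 876 ± 117 normalized counts in Yap CKO (SD, n = 2), at least 273-fold higher. Reg4 (333 ± 102) and the trefoil factor Tff3 (171 ± 103), both products of intestinal goblet or endocrine cells, also had 0 reads in controls and were at least 104-fold and 53.2-fold higher. Agr2, a disulfide isomerase needed for mucin folding, rose from 2.82 ± 2.62 to 328 ± 130 (log2 change 6.56 ± 0.56 SE, adjusted p = 0.00669). Atoh1, the transcription factor of the intestinal secretory lineage, rose from 3.41 ± 3.45 to 204 ± 29.9 (5.79 ± 0.59, adjusted p = 0.0116). The 8 largest rises that the naming rule gives also held the piRNA pathway gene Piwil4, the carboxylesterase gene Ces1c and the neuropeptide gene Npy. Piwil4 had 551 reads in Yap CKO against 3 in control, a ratio of 164 with an interval of 55.8 to 798. The reads were 347 against 3 for Ces1c (ratio 103, 35.1 to 503) and 154 against 1 for Npy (ratio 138, 24.3 to 5470). Of the 5 measured liver genes 4 rose and 1 did not pass, with 4 rises adjusted over the list alone. Alpha-fetoprotein (Afp) rose from 30.4 ± 18.3 to 898 ± 366 and albumin (Alb) from 7.0 ± 1.68 to 210 ± 92.3. Transthyretin (Ttr) rose from 2.34 ± 3.31 to 93.5 ± 24.1 and Apoa1 from 2.72 ± 1.11 to 52.4 ± 29.3. Camera called the liver list higher (adjusted p = 6.02e-06; adjusted p = 0.518 with an estimated correlation). The other 7 liver genes stayed below the filter and are named after their values were seen. Apoa2 stood at 4.38 in control and 4.73 in Yap CKO, and Ahsg at 6.43 and 5.75. The rest were higher in Yap CKO, namely Apob (1.65 to 5.72), Serpina1a (1.75 to 4.76), Fga (0 to 1.92), Fgg (1.17 to 2.39) and Fgb (0.58 to 1.44).

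**Figure D1:**
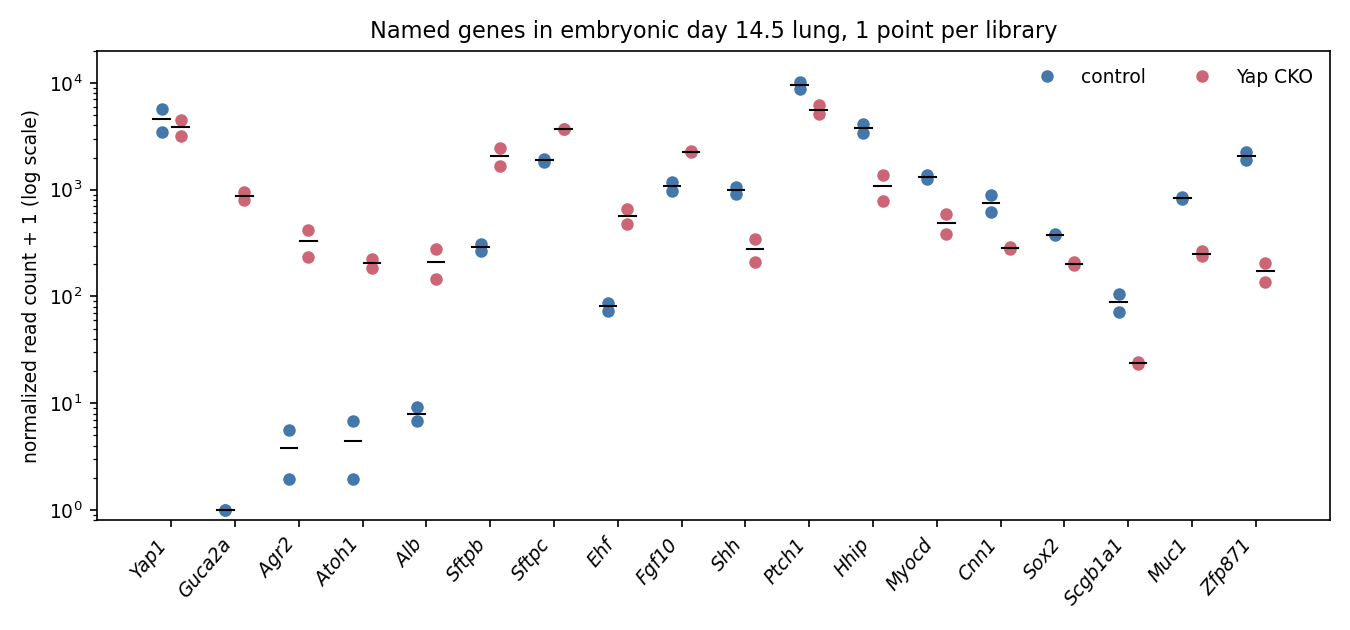
Normalized read counts plus 1 (log axis) of 18 named genes, 1 point per library, with the mean of each group as a black line (n = 2 per group). The groups overlap for Yap1 and are apart for the other genes shown, such as Guca2a, at 0 in both controls and at 959 and 793 in Yap CKO.

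In all, 231 of 19472 genes rose and 223 fell in the libraries labelled Yap CKO, which is 2.33% of the genes tested, and 3672 genes had an unadjusted p under 0.05. With values rescaled to equal totals 62% of the calls were rises, against 50.9% with the scaling as deposited. The number of calls differed widely between settings. It was 6 without the intensity trend and 56 without the filter. It was 2459 without control 1, 2458 without control 2, 2 without Yap CKO 1 and 7 without Yap CKO 2. All 454 genes kept their direction in each of these fits, of which those without the trend or the filter leave the log2 change as it was. Of the 57 called genes that the naming rule gives, 1 passed without Yap CKO 1 and 4 without Yap CKO 2, and all 57 passed without either control. Under the other settings 4 passed without the trend, 12 without the filter, 46 with the replicate number as a block, and 51 under equal totals and with edgeR. Tgfb2, Bmp4, Rnf43, Col11a2, Slc5a11, Sox2, Scgb1a1, Tspan8, Mfap4, Epb42, Ptch1, Itga3 and Lama5 each lost the call under at least 1 of the other scalings, the filter at 50, the block, edgeR and the GC correction.

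Within the epithelium, single markers moved both ways. Of 27 general lung epithelial genes 3 rose, 3 fell and 21 did not pass (5 rose and 9 fell adjusted over the list alone). The epithelial transcription factor Ehf rose from 79.6 ± 9.80 to 566 ± 129 (log2 change 2.80 ± 0.21, adjusted p = 0.00559), and Elf5 rose by 0.88 ± 0.13. The tight junction gene Cldn4 fell by 1.09 ± 0.12. Shh, the hedgehog ligand that the lung epithelium sends to the mesenchyme, fell from 988 ± 115 to 278 ± 94.3 (-1.86 ± 0.23, adjusted p = 0.0181). The list as a whole was not called (adjusted p = 0.118), but passed at 0.00786 without control 2 and at 0.044 with the heart covariate. Of the 15 measured alveolar genes 5 rose, 1 fell and 9 did not pass (6 and 6 adjusted over the list alone). The rises were in genes of type 2 cells, which make surfactant. Sftpb went from 288 ± 32.9 to 2053 ± 562 (2.81 ± 0.20, adjusted p = 0.00507) and Sftpc from 1879 ± 101 to 3668 ± 7.30 (0.96 ± 0.09, adjusted p = 0.00909). The fall was in the mucin gene Muc1, from 839 ± 24.2 to 252 ± 21.3. Chosen after the values were seen, the other rises were Sftpa1 (106 ± 49.2 to 1576 ± 190), Slc34a2 (20.01 ± 1.84 to 253 ± 91.2) and Lamp3 (387 ± 67.8 to 991 ± 79.9). Other type 2 genes, also chosen then, did not pass: Abca3 (0.62, adjusted p = 0.056), Lpcat1 (0.14, adjusted p = 0.462) and Napsa (-0.32, adjusted p = 0.729), and Sftpd stayed below the filter at 1.65 in control and 0 in Yap CKO. The type 1 cell genes Hopx (log2 difference -1.56, adjusted p = 0.103), Ager (-0.74, adjusted p = 0.187) and Pdpn (-0.56, adjusted p = 0.147) did not pass over all genes. They fell adjusted over the list alone (0.0097, 0.0283 and 0.0199). So did Akap5 (-0.92, 0.00455) and Rtkn2 (-0.54, 0.0258), named after their values were seen. Aqp5, also named then, was lower without passing (-0.63, 0.222 over the list alone). Camera did not call this list (adjusted p = 0.323), whose median of -0.32 and mean of 0.43 differ in sign, although the count tests did (adjusted p = 0.000742 with edgeR and 0.000237 with DESeq2).

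Markers of the branching tips and of the airways were split as well. Of 14 distal tip genes 3 rose, 2 fell and 9 did not pass (4 and 4 adjusted over the list alone). The rises were in Sftpc, Id2 (0.80 ± 0.09, adjusted p = 0.0146) and Bmp4. The falls were in Mycn (-1.26 ± 0.14, adjusted p = 0.0146) and Etv5 (-0.93 ± 0.12, adjusted p = 0.0221). Camera gave an adjusted p of 0.974, and the list's median, -0.045, lies on the other side of 0 from camera's direction. Of 11 measured proximal airway and basal cell genes 1 rose, 2 fell and 8 did not pass (1 and 2 adjusted over the list alone). Sox2, the transcription factor of the conducting airways, fell from 378 ± 5.07 to 201 ± 9.66. The club cell secretory protein gene Scgb1a1 fell from 87.4 ± 24.4 to 22.7 ± 0.84. Tspan8 rose from 520 ± 68.9 to 871 ± 48.6. The basal cell factor Trp63 was at 92.6 ± 21.3 and 137 ± 3.0 (adjusted p = 0.233). Camera gave an adjusted p of 0.833 for the proximal list, with a median of 0.14 and a mean of -0.077. Neither the 11 ciliated cell genes nor the 7 neuroendocrine genes held a call, adjusted over the list alone either. Of the ciliated genes 4 had an unadjusted p under 0.05 (camera adjusted p = 0.204). For the neuroendocrine genes the number was 2 (camera adjusted p = 0.155, and 0.0233 without control 1).

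Genes of smooth muscle, which the mesenchyme around the airways and vessels forms, and of the hedgehog pathway were lower as sets. Of 14 smooth muscle genes 6 fell, 8 did not pass and 13 fell adjusted over the list alone. All 14 were lower, with a median log2 change of -1.35. Myocd, the coactivator that switches on the smooth muscle program, fell from 1310 ± 88.9 to 487 ± 151 (-1.46 ± 0.21, adjusted p = 0.0251). The contractile gene Cnn1 fell from 751 ± 195 to 284 ± 9.85 (-1.38 ± 0.19, adjusted p = 0.0231), and Synpo2 from 1777 ± 366 to 647 ± 189 (-1.47 ± 0.22, adjusted p = 0.031). Camera called the smooth muscle list lower (adjusted p = 5.7e-11; adjusted p = 0.485 with an estimated correlation). Of 8 hedgehog genes 4 fell and 4 did not pass (1 rose and 5 fell adjusted over the list alone). Among the falls were Shh, its receptor gene Ptch1 (9460 ± 1013 to 5626 ± 767) and Hhip (3771 ± 553 to 1075 ± 412). Camera called this list lower too (adjusted p = 9.68e-04; adjusted p = 0.518 with an estimated correlation). Heart muscle transcripts were highest in control 2, and without that library the smooth muscle median was -1.03 (adjusted p = 4.24e-13) and the hedgehog list kept an adjusted p of 4.07e-05.

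Single genes of the lung mesenchyme moved both ways. Of 19 lung mesenchyme genes 1 rose, 1 fell and 17 did not pass (2 and 5 adjusted over the list alone, camera adjusted p = 0.501). Fgf10, the mesenchymal growth factor that drives branching, rose from 1082 ± 155 to 2261 ± 41.4 (1.07 ± 0.12, adjusted p = 0.0146), and the microfibril gene Mfap4 fell from 9095 ± 160 to 6216 ± 128. Of 11 FGF response genes 1 rose, 1 fell and 9 did not pass (2 and 1 adjusted over the list alone). Beside the rise of Fgf10, Etv5, a transcription factor induced by FGF in the tips, fell from 6178 ± 112 to 3269 ± 513. Its paralog Etv4, also induced by FGF and named after its values were seen, differed by 0.80 the other way (adjusted p = 0.0545, and 0.00514 adjusted over the list alone). Camera gave an adjusted p of 0.777 for this list, with a median of -0.011 and a mean of 0.060.

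BMP and WNT response genes were higher as sets. Of 9 BMP genes 3 rose and 6 did not pass (4 rose adjusted over the list alone). Id2 rose from 2518 ± 98.4 to 4375 ± 195. So did the decoy receptor gene Bambi (0.64 ± 0.10, adjusted p = 0.0302) and the ligand gene Bmp4 (0.50 ± 0.09, adjusted p = 0.0483), with Id3 at 0.29 (adjusted p = 0.163). The call of Bmp4 ended under median ratio scaling (0.0513), with the replicate block (0.0737), and without the filter (0.116), the trend (0.16), Yap CKO 1 (0.437) or Yap CKO 2 (0.354). For the BMP list camera gave a call (adjusted p = 0.00124; adjusted p = 0.485 with an estimated correlation). Of 11 WNT genes 2 rose, 1 fell and 8 did not pass (3 and 1 adjusted over the list alone). The WNT antagonist genes Dkk1 (2.62 ± 0.40 to 36.0 ± 0.55) and Notum (115 ± 32.5 to 367 ± 73.0) rose. The ubiquitin ligase gene Rnf43, also an antagonist, fell (-0.66 ± 0.12, adjusted p = 0.0492), and Lef1 stood at 794 ± 60.2 and 1164 ± 204 (adjusted p = 0.116). The call of Rnf43 ended under equal totals (0.0665), with the replicate block (0.068) or the GC correction (0.0646), and without the filter (0.127), the trend (0.159), Yap CKO 1 (0.423) or Yap CKO 2 (0.332). This list passed at an adjusted p of 0.015 (adjusted p = 0.518 with an estimated correlation) and not without Yap CKO 1 (0.0614) or with a filter at 50 (0.0545). Of 9 Notch response genes none passed over all genes, 1 rose adjusted over the list alone and 2 had an unadjusted p under 0.05 (camera adjusted p = 0.491).

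**Figure D2:**
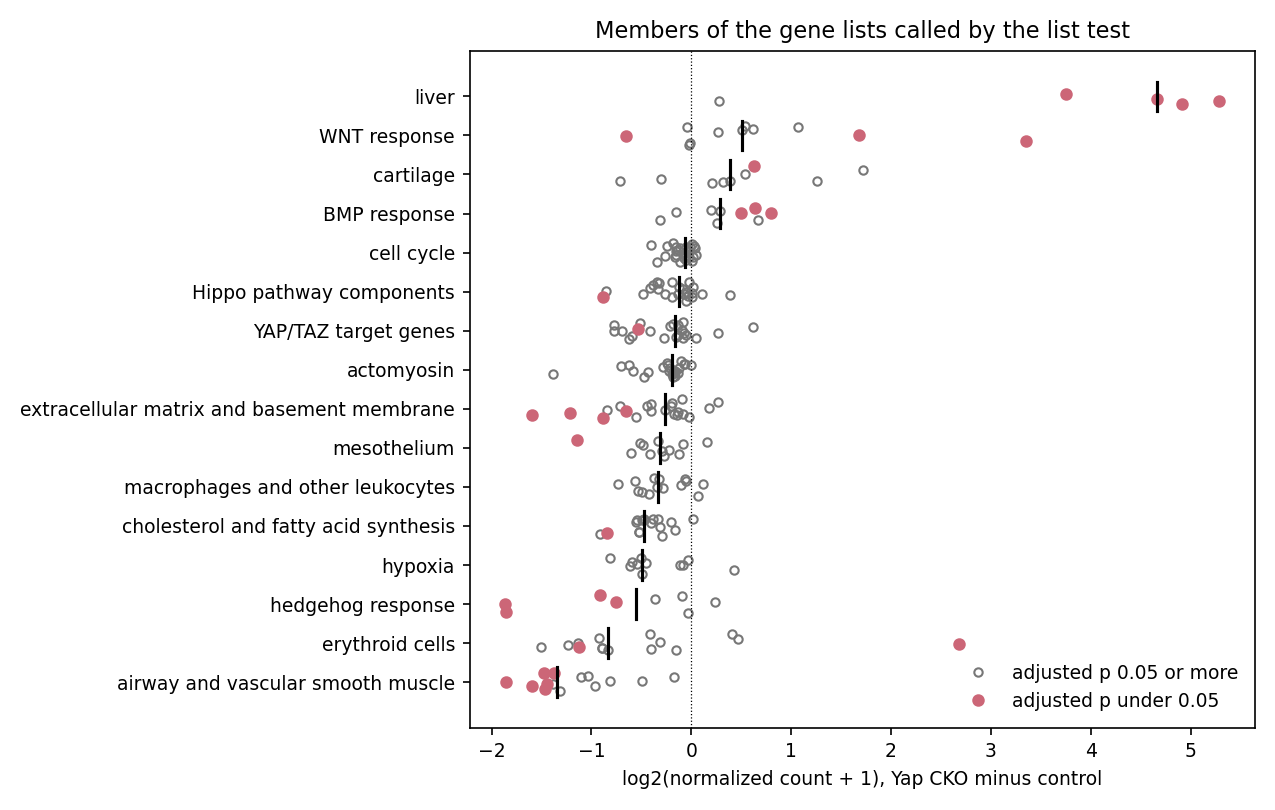
Log2 change (Yap CKO minus control, horizontal axis) of each measured member of the 16 gene lists called by camera, with filled points for genes at an adjusted p under 0.05 and a black bar at each list's median. Smooth muscle genes center on -1.35 and liver genes on 4.66, while the cell cycle list, called at a median of -0.059, moves to 0.003 under equal totals.

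The YAP/TAZ target genes were slightly lower as a set. Of 22 targets 1 fell and 21 did not pass (1 rose and 2 fell adjusted over the list alone), with a median of -0.16. The growth factor gene Tgfb2 fell from 4100 ± 288 to 2826 ± 119 (-0.54 ± 0.10, adjusted p = 0.0481). This single call ended under equal totals (0.0616), median ratio (0.0521) and quantile (0.0562) scaling, with the replicate block (0.052) and with edgeR (0.0596). It also ended without the filter (0.118), the trend (0.174), Yap CKO 1 (0.445) or Yap CKO 2 (0.322). Ptpn14 (-0.52, adjusted p = 0.0835), Nuak2 (-0.69, adjusted p = 0.133) and Dock5 (0.62, adjusted p = 0.0908) did not pass. Camera gave an adjusted p of 0.00394 (adjusted p = 0.485 with an estimated correlation), and 0.0515 without control 2. The classical target Ankrd1 varied with the heart signal, at 1.94, 2015, 338 and 24.2 in control 1, control 2, Yap CKO 1 and Yap CKO 2, and is given here after its values were seen. Among 25 Hippo pathway genes Wwc1, which encodes the scaffold KIBRA, fell from 968 ± 108 to 523 ± 34.8 (-0.89 ± 0.12, adjusted p = 0.0245) and 24 did not pass (4 fell adjusted over the list alone). Wwc2 (-0.38, adjusted p = 0.0874), Ajuba (-0.49, adjusted p = 0.10) and the Yap paralog gene Wwtr1 (-0.35, adjusted p = 0.103) were nearest. Camera called the Hippo list at 0.00218 (adjusted p = 0.485 with an estimated correlation).

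The actomyosin and matrix lists were lower as sets, with few called members. None of 24 actomyosin genes passed limma's test over all genes (8 at an unadjusted p under 0.05, 0 by edgeR and 6 by DESeq2), while 6 fell adjusted over the list alone. All 24 had negative values, among them Myl9 (-1.39, adjusted p = 0.0524), Cnn2 (-0.62, adjusted p = 0.0619), Myh14 (-0.70, adjusted p = 0.0955) and Actb (-0.48, adjusted p = 0.103). Camera called the actomyosin list (adjusted p = 6.02e-06; adjusted p = 0.485 with an estimated correlation). Myl9 and Mylk are in the smooth muscle list too. Of 21 matrix and basement membrane genes 4 fell and 17 did not pass (10 fell adjusted over the list alone). Named after their values were seen, Lama1 (0.267) and Itgb4 (0.175) were the 2 members on the higher side. Among the falls were the laminin genes Lamb3 (678 ± 199 to 222 ± 48.7) and Lama5 (7844 ± 1689 to 4192 ± 46.2) and the integrin gene Itga3 (1849 ± 211 to 1174 ± 13.1). For this list camera gave an adjusted p of 7.13e-06 (adjusted p = 0.485 with an estimated correlation).

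Sterol synthesis genes were lower together. Of 17 genes of cholesterol and fatty acid synthesis 16 were lower, 1 fell, 16 did not pass and 7 fell adjusted over the list alone, with a median of -0.47. The regulator Srebf2 (-0.54, adjusted p = 0.0811), Fdft1 (-0.56, adjusted p = 0.0826) and Sqle (-0.48, adjusted p = 0.119) did not pass. Camera called the sterol list (adjusted p = 1.56e-06; adjusted p = 0.548 with an estimated correlation).

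The proliferation and stress lists held no called gene. None of 29 cell cycle genes passed limma's test, adjusted over the list alone either (2 at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2). Ccnd2 differed by -0.41 (adjusted p = 0.0867), Ccnd1 by -0.34 (adjusted p = 0.151), Plk1 by -0.26 (adjusted p = 0.284) and Aurka by -0.18 (adjusted p = 0.360). Camera called the cell cycle list at 0.0279 (adjusted p = 0.637 with an estimated correlation). Its median of -0.059 became 0.003 under equal totals, where the call ended (0.109). The call also ended without control 1 (0.220) or Yap CKO 1 (0.221), under quantile scaling (0.307), with edgeR (0.0771), without the trend (0.0619), with the filter at 50 (0.0545) and with the heart covariate (0.0671). None of 11 hypoxia genes passed, adjusted over the list alone either (3 at an unadjusted p under 0.05, 0 by edgeR and by DESeq2). Pgk1 differed by -0.54 (adjusted p = 0.190), Slc2a1 by -0.62 (adjusted p = 0.221), Ldha by -0.49 (adjusted p = 0.240) and Pdk1 by -0.59 (adjusted p = 0.336). Camera called the hypoxia list, with a median of -0.49, at 0.0458 (adjusted p = 0.679 with an estimated correlation). This turned direction without control 1 (0.788) and ended without Yap CKO 2 (0.175), without the trend (0.122), with the filter at 50 (0.0693) and under quantile scaling (0.0548). Neither the 13 p53 targets nor the 12 immediate early and heat shock genes held a call, adjusted over the list alone either. Of the p53 targets 3 had an unadjusted p under 0.05 (camera adjusted p = 0.442, and 0.0159 without control 2), and of the early genes 2 (camera adjusted p = 0.192).

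Among blood and lining cells, few single genes passed. Of 15 erythroid genes 1 rose, 1 fell and 13 did not pass (1 and 2 adjusted over the list alone). The embryonic globin gene Hba-x fell from 6012 ± 130 to 2780 ± 420, and the membrane skeleton gene Epb42 rose from 77.4 ± 54.9 to 440 ± 79.2. Hbb-y (41151 ± 3396 and 23223 ± 4077, adjusted p = 0.0513) and Slc4a1 (-1.23, adjusted p = 0.153) did not pass. Nor did the embryonic globin gene Hbb-bh1 (-0.90, adjusted p = 0.21), named after its values were seen. Camera called the erythroid list lower (adjusted p = 0.00779; adjusted p = 0.529 with an estimated correlation), and not without Yap CKO 1 (0.0614). Of 12 mesothelial genes 1 fell and 11 did not pass (3 fell adjusted over the list alone). Muc16 fell from 568 ± 101 to 255 ± 7.14, while Upk1b (-0.48, adjusted p = 0.120), Krt19 (-0.60, adjusted p = 0.130) and Upk3b (-0.51, adjusted p = 0.206) did not pass. The list was called at 0.00745 (adjusted p = 0.548 with an estimated correlation), and not without control 2 (0.170) or without Yap CKO 2 (0.134). None of 14 leukocyte genes passed, adjusted over the list alone either (5 at an unadjusted p under 0.05, 0 by edgeR and 1 by DESeq2). Laptm5 differed by -0.53 (adjusted p = 0.105), C1qc by -0.50 (adjusted p = 0.198), Ptprc by -0.73 (adjusted p = 0.202) and Coro1a by -0.56 (adjusted p = 0.211). Camera called this list at 0.00745 (adjusted p = 0.485 with an estimated correlation), and not without control 2 (0.118). The 15 endothelial genes held no call (2 at an unadjusted p under 0.05, 1 fell adjusted over the list alone, camera adjusted p = 0.491, and 0.0399 without control 1).

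Lists of tissues next to the lung varied between libraries of 1 group. None of 15 heart muscle genes passed (1 at an unadjusted p under 0.05, none adjusted over the list alone). Camera gave an adjusted p of 0.283 for the heart list, with a median of -0.56. Without control 2 it was higher in Yap CKO, with a median of 2.28 (adjusted p = 3.04e-06), and it was lower without control 1 (6.33e-14) or Yap CKO 1 (0.0201), with DESeq2 (0.0219) and with the crossed pairing (0.0128). Of 7 measured skeletal muscle genes none passed (2 at an unadjusted p under 0.05, 1 fell adjusted over the list alone, camera adjusted p = 0.855, and 0.0252 without control 1). None of 14 neuronal and glial genes passed (2 at an unadjusted p under 0.05, 1 rose and 1 fell adjusted over the list alone). The neuronal list had an adjusted p of 0.0617, and passed without control 2 (3.39e-08), with the replicate block (0.0418), the heart covariate (1.11e-05) and the crossed pairing (0.00344). Of 9 measured cartilage genes 1 rose and 8 did not pass (2 rose adjusted over the list alone). Col11a2 rose from 396 ± 5.28 to 613 ± 32.2 (adjusted p = 0.0491). That call ended under median ratio scaling (0.0521), with the replicate block (0.0793) or edgeR (0.0644), and without the filter (0.114), the trend (0.13), Yap CKO 1 (0.472) or Yap CKO 2 (0.344). Col9a1 (1.26, adjusted p = 0.0799), Col9a3 (0.54, adjusted p = 0.206) and Cnmd (-0.72, adjusted p = 0.267) did not pass. Camera called cartilage higher at 0.0428 (adjusted p = 0.558 with an estimated correlation), and not without control 1 (0.127), Yap CKO 1 (0.216), the filter (0.258) or the trend (0.122), nor under equal totals (0.0757) or quantile scaling (0.0533). The 5 sex-linked genes held no call (2 at an unadjusted p under 0.05, none adjusted over the list alone, camera adjusted p = 0.107, 4.07e-05 without control 2, 0.043 under equal totals, 0.0397 with edgeR, 0.00458 with DESeq2, 1.9e-06 with the heart covariate and 0.00614 with the crossed pairing). The mitochondrial list had 0 measured members. Over the 14 lists without a called member, 40 of 186 measured genes had an unadjusted p under 0.05, and 0 were called by edgeR and 13 by DESeq2.

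**Figure D3:**
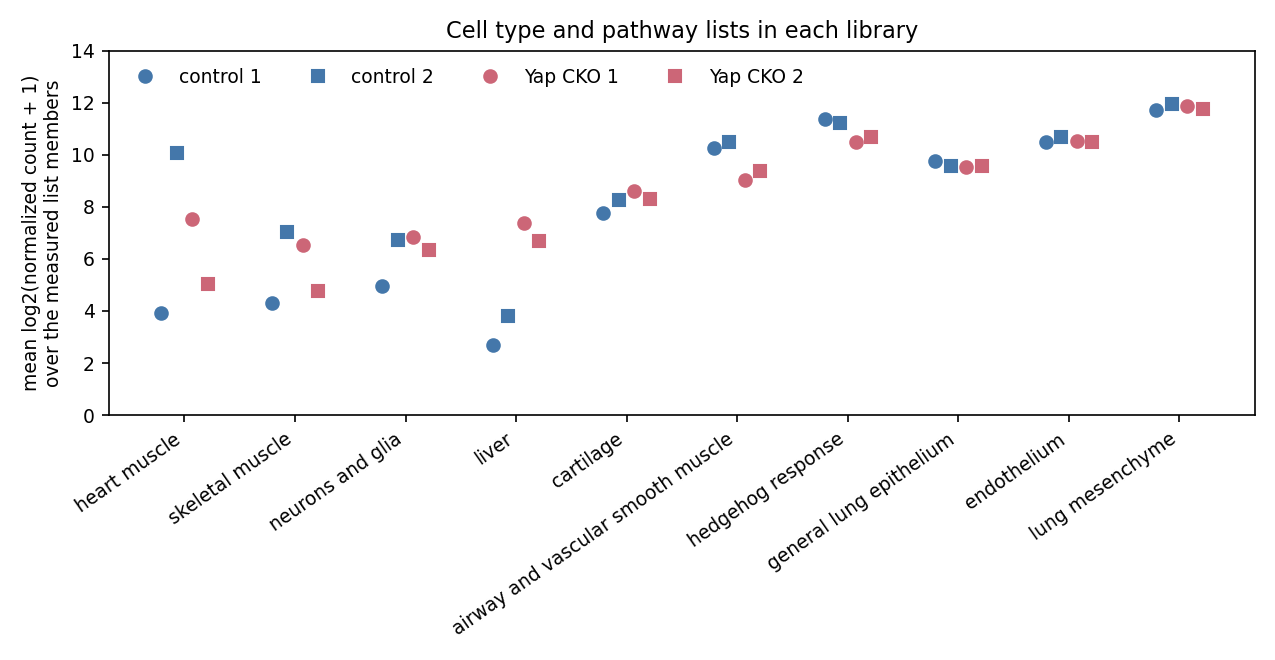
Mean log2(normalized count + 1) of the measured members of 10 gene lists (vertical axis) in each library, with circles for replicate 1 and squares for replicate 2. The heart muscle list runs from 3.94 in control 1 to 10.09 in control 2, whereas the smooth muscle list lies at 10.26 and 10.50 in the controls and at 9.03 and 9.38 in Yap CKO.

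The 8 largest falls that the naming rule gives, which leaves out predicted genes, were in genes with no shared role known from the fixed lists. Zfp871, a zinc finger gene (mm10 chromosome 17, 32765496 to 32788287), fell from 2082 ± 239 to 171 ± 49.1 (-3.62 ± 0.20, adjusted p = 0.00349). The nuclear receptor corepressor gene Lcor fell from 603 ± 3.24 to 91.4 ± 36.8 (-2.77 ± 0.27, adjusted p = 0.01) and Ptar1 from 302 ± 53.6 to 48.2 ± 8.32 (-2.62 ± 0.23, adjusted p = 0.00669). The calpain gene Capn11 fell from 62.5 ± 48.7 to 1.91 ± 1.38, the stress hormone gene Crh from 92.0 ± 27.5 to 12.3 ± 3.75 and the sodium cotransporter gene Slc5a11 from 39.3 ± 14.3 to 5.20 ± 0.56. Zfp804b had 73 reads in control and 3 in Yap CKO, a ratio of 27.2 with an interval of 8.96 to 135. Far1os fell from 55.8 ± 6.10 to 4.70 ± 2.57, but it lies antisense to another gene and no strand setting is given, so its reads cannot be assigned with certainty.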

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

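The GC correction, the heart covariate and the crossed pairing were chosen after the data were seen, the other alternatives before. All 454 called genes kept their direction in every alternative fit in which they were tested (392 at a mean of at least 50). This is no test for the filters, the trend, the replicate block and the crossed pairing, which leave the log2 change as it was. The counts stayed within 1.5 times of 231 higher and 223 lower genes under both pseudocounts, the filter at 50, the 3 scalings, the GC correction and edgeR's quasi-likelihood test on the recovered reads (404 calls, 401 shared). They were 39 and 17 without a filter, 5 and 1 without the intensity trend (3339 genes at an unadjusted p under 0.05), 441 and 596 with DESeq2 (755 adjusted p not given), and 1467 and 1509 with the heart covariate. Leaving out 1 library gave 0 to 1258 higher and 2 to 1262 lower genes, with the lone sample of a group assumed to vary like the other group. Few calls remained when a Yap CKO library was left out, where the spread then comes from the controls alone, which differ in sex and heart signal, and many when a control was left out. The replicate numbers are not said to mark a litter or batch. Same-numbered libraries had a correlation of -0.36 in their deviations from the group means, and the fit with the replicate number as a block called 342 genes, 319 of them shared. The crossed pairing (control 1 with Yap CKO 2) called 432 higher and 540 lower genes.

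The difference in Yap1 was -0.23 and ranged from -0.58 to 0.13 when 1 library was left out. It reversed at 0.13 without control 1 and at 0.014 without Yap CKO 1, and passed the threshold at -0.58 without control 2 and at -0.32 with the heart covariate (adjusted p = 0.0417). The cause was not tested. Camera called 16 lists, and within 1.5 times of that in all alternatives except the estimated correlation, which called 0 (1 at an unadjusted p under 0.05), and fry, which called 0 (11 at an unadjusted p under 0.05). Of 573 list values 524 kept direction and side of the threshold, 25 lost and 22 gained a call. The 2 that reversed were heart muscle without control 2 (adjusted p = 3.04e-06; 6.33e-14 to 0.872 when 1 library was left out) and hypoxia without control 1 (adjusted p = 0.788; 1.72e-10 to 0.788). Of 1665 values of 93 named genes 1307 were the same in this sense, 244 lost and 114 gained a call and 0 reversed. Values from fits that leave the log2 change as it was could not reverse. Genes near 10 normalized counts rest on few reads, so their folds are the least precise here.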

Other observations

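The tests of explanations in this part, except that of shared sequence among genes that have it, were chosen after the results they bear on were seen, although the fit without control 2 and the fixed gene lists they use were planned. Also chosen then were the genes named here outside the rule and the 62 digestive tract genes described first. The libraries labelled Yap CKO held more transcripts of a broad set of genes listed for the digestive tract. Guca2a, Reg4, Tff3, Agr2 and Atoh1, already named among the largest rises, are counted in it again. The set is not specific to gut. Its member Cldn18 is also in the general lung epithelium list. Control lungs held Cldn18 at 1842, Pgc at 97.0 and Muc5ac at 48.5 normalized counts. Of 62 digestive genes written down from textbook knowledge once Guca2a and its companions had been noticed, 31 were measured, 22 rose and 0 fell. That count is not independent evidence, since the list was made on sight of these samples. A gene near 0 in control was measured only if it rose, so the shares of measured genes depend on the rises. Over all listed members, rises were 11 of 15 goblet and secretory, 5 of 16 gastric and 3 of 11 enteroendocrine genes. They were 3 of 7 gut regulators and 0 of 13 genes of absorptive cells and gut mesenchyme. Goblet and secretory genes made up 11 of the rises among 12 measured, including Fcgbp (22.0 ± 11.3 to 771 ± 309 normalized counts) and the mucin gene Muc2 (31.6 ± 18.3 to 311 ± 42.9). Spdef, a transcription factor of goblet cells, rose from 15.5 ± 1.30 to 174 ± 1.79. Gastric genes gave 5 of 8, among them Pgc (97.0 ± 33.1 to 448 ± 60.7) and the ghrelin gene Ghrl (15.1 ± 4.75 to 120 ± 60.9). Enteroendocrine genes gave 3 of 4, among them the secretin gene Sct (7.77 ± 2.72 to 171 ± 68.0). Hnf4a, a transcription factor of gut and liver, rose, with 185 reads in Yap CKO against 2 in control (ratio 82.6, interval 22.5 to 687). Cdx2 stood at 0 and 0 in control and 35.6 and 6.53 in Yap CKO, at least 6.56-fold higher (adjusted p = 0.079). None of 3 measured genes of absorptive cells and gut mesenchyme passed.

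Of the imprinted genes Peg10 and Meg3 rose, picked singly and not as a tested group. Peg10, a paternally expressed gene, went from 3875 ± 1174 to 10105 ± 1350 normalized counts (log2 change 1.41 ± 0.21, adjusted p = 0.0283). The maternally expressed noncoding RNA Meg3 went from 12378 ± 1251 to 23345 ± 3740 (0.91 ± 0.15, adjusted p = 0.0352). Its neighbors Rian (0.70, adjusted p = 0.068) and Mirg (0.47, adjusted p = 0.0686) did not pass. The snoRNA host genes Snhg1 (0.70 ± 0.11, adjusted p = 0.0356) and Snhg17 (0.56 ± 0.10, adjusted p = 0.0427) rose as well. Genes of high GC content were lower in the median, with a log2 change of 0.028 in the lowest of 10 GC bins and -0.13 in the highest (57.4% to 78.3% GC). Among the called genes the lowest bin did not follow this, but most other bins did. Falls were most numerous in the lowest bin (44, beside 28 rises). Rises outnumbered falls in each of bins 2 to 6 (20 against 4 in bin 3), and bin 7 held 28 of each. Falls outnumbered rises in each of bins 8 to 10, with 39 against 18 in bin 9 and 28 against 20 in the highest.

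The digestive and liver genes could come from stray tissue in the Yap CKO samples. Liver is argued against for Alb, Afp, Apoa1 and Ttr, because the largest rise among the 8 other fixed liver genes, that of Trf, was 6.61 normalized counts, only 3.3% of the rise of Alb (203). Stomach or intestine cannot be told apart from a change within the lung. The largest rise among the absorptive and gut mesenchyme genes, that of Lgals4, was 26.6% of the median rise of the called digestive genes (150). Gut of this age may hold few absorptive cells. The gut mesenchyme gene Nkx2-3 stayed at 0 in all libraries. Barx1 and Nkx3-2, also of gut mesenchyme, went from 9.91 to 16.6 (log2 difference 0.68, adjusted p = 0.476, limma) and from 0 to 0.93. A general loss of Nkx2-1, the factor that sets lung identity, is argued against by the lower bound of its log2 change, -0.46, where a fall of at least 1 was asked for. A candidate explanation that stays open as a hypothesis is that a subset of epithelial cells without Yap took on a gut-like secretory fate, which whole-lung libraries cannot locate and which staining of lung sections for Guca2a beside an epithelial marker would test.

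The lower smooth muscle genes might reflect uneven dissection. Heart tissue in control 2 is argued against as the whole cause, since the median of the list was -1.03 without that library against -1.35 with it, and GC content likewise, since the median after the correction was -1.30. A smaller share of conducting airways, around which smooth muscle forms, cannot be told apart: the proximal airway list had a median of 0.14 with members on both sides of 0, and the knockout may change these epithelial genes directly. Lower epithelial Shh, with lower Ptch1 and Hhip in the same libraries, would be in line with weaker hedgehog signalling to the mesenchyme, but the hedgehog target Gli1 does not go with this hypothesis (log2 difference -0.03, 95% interval -0.269 to 0.209), with Gli2 at -0.091 (adjusted p = 0.744) and Gli3 at 0.233 (adjusted p = 0.221), and it stays open and untested.

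A set of 15 called genes was at least 8-fold lower in the libraries labelled Yap CKO on the log2 scale used, led by the predicted noncoding gene Gm42047 (mm10 chromosome 8, 121833247 to 121841178), with 4657 reads in control and 1 in Yap CKO, a ratio of 5210 with an interval of 935 to 206000. Variants linked to Yap1 are argued against as the source of the set. Of its 14 annotated genes, 1 lies on chromosome 9 within 20 Mb of Yap1. However, calls of any size were 4.76% of the 168 genes tested there (8 genes) and 2.3% elsewhere (Fisher p = 0.0615). Piwil4, among the 8 largest rises, lies in this window too (mm10 chromosome 9, 14696230 to 14740733). So do the named falls Muc16 (18495455 to 18674530) and Cnn1 (22099216 to 22109630). Linkage stays open for Piwil4, Muc16 and Cnn1. Near-identical copies fit for 5 of the genes (Gm42047, Gm43549, Gm47761, Gm47939 and Gm48362), so their falls may be reads of 1 source counted at several places. Each had at least 50% of its 31-base words in another gene of the set, against at most 2 genes in 1000 random lists. Those lists were of like expression but not of like gene type, and all 5 genes are noncoding. The comparison thus cannot tell the set apart from other noncoding genes. For the other 9 the median share was 0% and the highest 0.2%, which argues against shared reads within the set. A difference in strain background between the groups was not tested and stays open for all 15, of which 3 (Zfp871, 2410017I17Rik and Capn11) lie on chromosome 17, beside an effect of the knockout.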
